# GRK6 regulates ROS response and maintains hematopoietic stem cell self-renewal

**DOI:** 10.1038/cddis.2016.377

**Published:** 2016-11-24

**Authors:** Qiumin Le, Wenqing Yao, Yuejun Chen, Biao Yan, Cao Liu, Man Yuan, Yuqing Zhou, Lan Ma

## Abstract

G protein-coupled receptor kinases (GRKs) are critically involved in immune response through regulation of cytokine receptors in mature leukocytes, but their role in hematopoiesis is largely unknown. Here, we demonstrate that GRK6 knockout (GRK6^−/−^) mice exhibit lymphocytopenia, loss of the hematopoietic stem cell (HSC) and multiple progenitor populations. GRK6 deficiency leads to compromised lymphoid differentiation, largely owing to the impairment of HSC self-renewal. Transcriptome and proteomic analysis suggest that GRK6 is involved in reactive oxygen species signaling. GRK6 could interact with DNA-PKcs (DNA-dependent protein kinase, catalytic subunit) and regulate its phosphorylation. Moreover, reactive oxygen species scavenger *α*-lipoic acid administration could partially rescue the loss of HSC in GRK6^−/−^ mice. Our work demonstrates the importance of GRK6 in regulation of HSC self-renewal and reveals its potential role in participation of stress response.

G-protein-coupled receptor kinases (GRKs) are kinases that phosphorylate and desensitize agonist-bound G protein-coupled receptors (GPCRs).^1^ To date, GRKs have been shown to have critical regulatory roles in the neuronal,^2, 3^ cardiac^4^ and immune systems,^5, 6^ via GPCR-dependent and GPCR-independent mechanisms. Accumulating evidence implicates the importance of GRKs in regulating embryonic formation and development of key organs, including heart and brain. GRK2 knockout in mice are embryonic lethal due to marked cardiac abnormalities.^7, 8^ GRK2 mediates Smoothened-Hedgehog signaling desensitization,^9^ which regulates neural tube formation and muscle development in zebrafish and mice.^10^ Our earlier studies showed that GRK2 regulates cyclin B-dependent transcription, and downregulation of GRK2 in zebrafish embryos results in developmental early arrest and abnormal eye, midbrain and blood island formation.^11^ Recently we showed that GRK5 regulates neuronal morphogenesis and memory formation via a GPCR-independent mechanism.^12^

GRKs, especially GRK6, are highly expressed in vertebrate immune organs and peripheral blood cells.^13, 14^ GRK6 knockout (GRK6^−/−^) mice show increased severity of acute inflammatory arthritis^15^ and colitis^16^ because of enhanced granulocyte chemotaxis, and develop autoimmune diseases due to impaired macrophage engulfment.^17^ GRK6 regulates chemotaxis through SDF/CXCLs-CXCR4,^18, 19^ leukotriene B4-induced CGRP receptor^20^ and BLT receptor^21^ activation. Moreover, It has been reported that the expression and activity of GRK6 change during differentiation of the promyelocytic cell line HL-60,^22^ suggesting the potential involvement of GRK6 in earlier leukocyte development. However, the role of GRK6 in the development of blood lineages, from hematopoietic stem cells (HSCs) to differentiated immunoreactive leukocytes, is unclear.

The balance of cellular quiescence and proliferation of HSCs is critical for the preservation of their capacity for self-renewal and differentiation. In this study, we demonstrate that GRK6 regulates of self-renewal and lymphoid differentiation of HSCs, and underscore its underlying importance in the maintenance of reactive oxygen species (ROS) homeostasis.

## Results

### GRK6 knockout leads to lymphocytopenia

To investigate the potential role of GRK6 in steady-state hematopoiesis, we first analyzed peripheral blood of 8–12 weeks old wild-type (WT) and GRK6^−/−^ mice. Compared with WT littermates, GRK6^−/−^ mice showed prominent decrease in lymphocyte number, and a slight reduction in red blood cells (RBCs) and platelets (Figures 1a–d). T- and B-cell percentages in GRK6^−/−^ mice both dropped, which further indicates lymphoid deficiency (Figures 1f and g). The CD4^+^ population of T cells was smaller than that of WT, suggesting immunosuppression (Figure 1h), but the total granulocyte number was slightly increased (Figure 1e), consistent with elevated CD11b^+^Gr-1^+^ granulocyte population (Figure 1i). The skewed peripheral blood constitution caused by GRK6 ablation suggests that it may participate in regulation of hematopoiesis and lymphoid differentiation.

### GRK6 knockout reduces HSC and progenitor populations

Dissected GRK6^−/−^ femurs and tibiae were paler, with fewer cell number than age-matched WT, suggesting bone marrow suppression (Figures 2a and b). Femoral H&E staining showed fewer cells in the marrow cavity (Figure 2c, left), markedly decreased RBCs, more early erythroid elements (Figure 2c, middle, arrowhead), while Wright-Giemsa revealed a notable increase in ring-like nuclei of immature myeloid cells in bone marrow smears (Figure 2c, right, white arrowhead) of GRK6^−/−^ bone marrow (BM). These results indicate that GRK6 knockout leads to distorted hematopoietic cell maturation.

We then examined hematopoietic stem cell and progenitor populations to find out the fractions affected by GRK6 ablation. The results showed decreased HSC populations, LSK (Lin^−^Sca-1^+^cKit^hi^), and side population (Hoechst 33342^lo^LSK) in GRK6^−/−^ BM (Figures 2d–f). The HSC sub-populations, long-term HSC, and short-term HSC, as well as multi-potent progenitor in GRK6^−/−^ BM dropped dramatically (Figures 2d and g–i). Loss of lymphoid competent HSC^23, 24^ and lower common lymphoid progenitor (CLP) population were observed (Figures 2d, j and k), indicating lymphoid hematopoiesis deficiency in GRK6^−/−^ BM. Common myeloid progenitors and megakaryocyte/erythrocyte progenitors in GRK6^−/−^ BM were also reduced, while the number of granulocyte/monocyte progenitors did not change (Figures 2d and l). The loss of these progenitor populations is consistent with decreased peripheral RBCs and lymphocytes, indicating the importance of GRK6 in HSC maintenance and differentiation.

### GRK6 is essential for HSC self-renewal

To investigate the function of GRK6 in hematopoiesis, WT or GRK6^−/−^ BM was transplanted along with EGFP^+^ BM as competitor (Figure 3a). The results show that peripheral reconstitution of granulocytes was comparable (Figure 3b). However, higher percentage of EGFP^+^ cells was observed in total peripheral reconstitution, as well as T cells and B cells of GRK6^−/−^ BM recipients than that of WT BM recipients (Figure 3b). Moreover, higher percentage of EGFP^+^ HSCs was observed in bone marrow of GRK6^−/−^ recipients than those of WT recipients (Figure 3c), indicating lower ability of GRK6^−/−^ HSCs to reconstitute. These data suggest that GRK6 may regulate HSC maintenance.

Serial transplantation of sorted WT and GRK6^−/−^ LSKs was carried out to assess the potential role of GRK6 in HSC homeostasis (Figure 3d). To evaluate the reconstituting capability of WT and GRK6^−/−^ HSC, we quantified the recipient-derived residual GFP^+^ cells after serial transplantation. The secondary recipients of GRK6^−/−^ LSK cells exhibited higher EGFP^+^ percentage of WBCs, granulocytes, T cells and B cells than those received WT LSK cells (Figure 3e), and consistently, smaller GRK6^−/−^-derived HSC population (Figure 3f) was observed, indicating stem cell exhaustion. The above data indicate that GRK6 regulates HSC-intrinsic self-renewal.

### GRK6 regulates differentiation of hematopoietic progenitor cells

Loss of lymphocytes in GRK6^−/−^ mice suggests that GRK6 may also participate in regulating differentiation. Serial peripheral blood sampling after a single 5-fluoruracil injection revealed slower rebound of number for WBCs, lymphocytes, and neutrophils in GRK6^−/−^ mice (Figure 4a and d). *In vitro* clonogenic experiments showed decreased pre-B colonies (CFU-Pre-B) (Figure 4e) and loss of granulocyte (CFU-G), macrophage (CFU-M) and multi-potential mixed colonies (CFU-GM and CFU-GEMM) (Figure 4f) in GRK6^−/−^ BM. The defect in lymphoid and myeloid repopulation and progenitor differentiation indicates that GRK6 regulates the differentiation of HSC.

### GRK6 regulates DNA-PKcs phosphorylation and ROS response

Transcriptome analysis of HSC and CLP populations in WT and GRK6^−/−^ mice was carried out. 

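RNA-seq values of 4 libraries were analysed, 1 each for WT HSC, GRK6−/− HSC, WT CLP and GRK6−/− CLP. HSC are the hematopoietic stem cells and CLP the common lymphoid progenitors sorted from bone marrow. By the paper's methods each library was a pool of cDNA from 13 to 15 sorted cells of 3 to 4 mice, and the cDNA of each cell was amplified separately by 20 and then 10 cycles of PCR before pooling. Each group therefore had no replicates, and the variation between mice or between cells could not be estimated from the files. The authors deposited 1 FPKM value (fragments per unit of transcript length, scaled to the number of mapped fragments) per gene and library, without counts, confidence bounds or p-values. The tables held 10577 rows for WT HSC, 11060 for GRK6−/− HSC, 10056 for WT CLP and 10328 for GRK6−/− CLP. A gene without a row in a library was given an FPKM of 0. Between 54 and 74 rows per library named several genes jointly, and which genes were joined differed between libraries, so the 333 genes and joint names concerned were left out. This choice was made after the files had been seen. Of the 12417 genes kept, 8246 had a value in all 4 libraries. Fold changes were computed as log2 of the ratio of FPKM + 1 in GRK6−/− over FPKM + 1 in WT, which understates the change of genes with low values. The depth was estimated from the lowest values of genes with a single annotated transcript, which fall on steps of 1, 2 and 3 fragments. The values were scaled to about 2880000 fragments in WT HSC, 3780000 in GRK6−/− HSC, 4330000 in WT CLP and 2790000 in GRK6−/− CLP.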

RNA-seq result revealed that the expression levels of 475 genes in HSC and 1160 genes in CLP populations were changed significantly (log_2_ (fold)⩾1 or ⩽−1, *P*⩽0.05). 

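With a fold change threshold alone, 4346 of the 11624 genes with a value in at least 1 of the HSC libraries had an absolute log2 fold change of at least 1 (no replicates), of which 2249 were higher and 2097 lower in GRK6−/− HSC. In CLP, 5593 of 11191 genes passed the same threshold (no replicates), 2973 higher and 2620 lower in GRK6−/− CLP. The P threshold of the paper could not be applied, because the values come without counts or confidence bounds. The number in HSC fell most, to 1445 genes, when an absolute log2 fold change of at least 2 was required, and the same threshold left 2775 genes in CLP. The share of genes past the 2-fold change depended on expression. It was 50.8% in HSC and 66.2% in CLP among genes with a mean FPKM of 1 to 10, and 19.8% and 25.7% among genes with a mean FPKM above 100. Pairs of libraries of the same genotype and different population differed in 5209 genes between WT HSC and WT CLP and 5340 between GRK6−/− HSC and GRK6−/− CLP. Across genes, log2(FPKM + 1) correlated with a Pearson r of 0.837 between the HSC libraries and 0.733 between the CLP libraries, the highest and the lowest of the 6 pairs. Of 10398 genes tested in both populations, 1050 passed the threshold in the same direction and 1119 in opposite directions, where 946 and 943 would be found if the lists were independent. The knockout effects in HSC and CLP had a Pearson r of -0.011 and a Spearman rho of -0.013 across genes, which are not independent replicates. In a limma model of all 4 libraries with population as a covariate, 0 of 9709 genes had an adjusted p-value under 0.05 for a genotype effect common to HSC and CLP (lowest adjusted p-value 0.437, 1 residual degree of freedom).

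**Figure D1:**
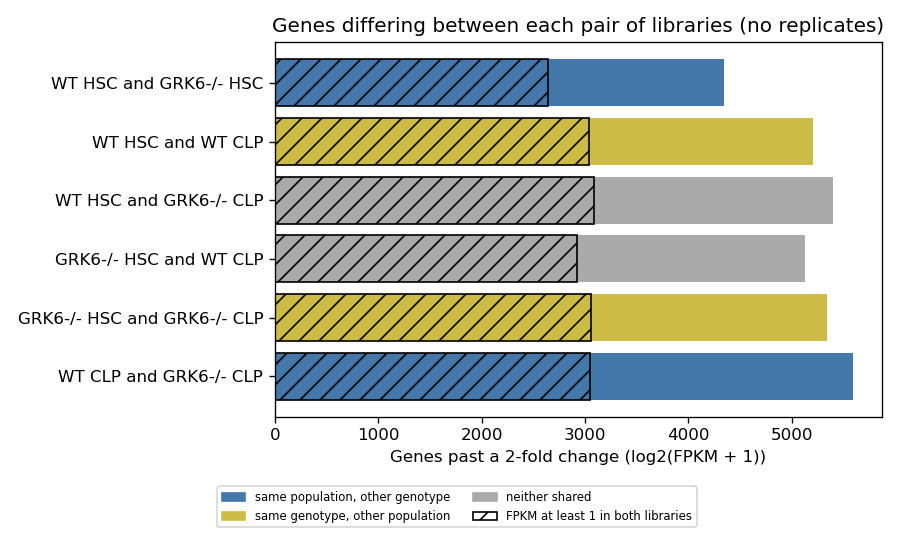
Number of genes past a 2-fold change on the log2(FPKM + 1) scale for each pair of the 4 libraries (1 library per group, no replicates). Solid bars count all genes with a value in at least 1 of the libraries and hatched bars the genes with an FPKM of at least 1 in both; the WT and GRK6−/− pair differed in 4346 genes in HSC and 5593 in CLP, and the other pairs in 5123 to 5397.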

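Enrichment in the HSC and CLP libraries was computed with the preranked method of fgsea, which orders all genes by log2 fold change and compares the running score of a gene set with 100000 random gene sets of the same size. Genes with an FPKM of at least 1 in at least 1 of the libraries compared were ranked. The hallmark gene sets themselves were not in the files analysed here. Lists of 49 redox genes and 58 MYC target genes were therefore written by hand from memory before the files were opened and were not checked against the hallmark sets. The other 8 sets were Reactome sets for mouse. Over the 10 sets and both populations, 20 tests were made and the p-values adjusted by the Benjamini-Hochberg method. Random gene sets compare a set with other genes, not with other mice, so these p-values do not cover the variation between animals (no replicates). None of the 20 tests had an adjusted p-value under 0.05, and the lowest was 0.483. The normalized enrichment scores ranged from -1.39 to 1.21.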

We used gene set enrichment analysis to correlate expression alterations with hallmark gene sets and summarized relevant biological states. 

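MYC target genes had a normalized enrichment score of 0.848 in HSC (gene permutation p = 0.747, adjusted p = 1.0, 57 genes, no replicates) and -1.01 in CLP (gene permutation p = 0.437, adjusted p = 0.874, 55 genes). Myc itself (Entrez Gene 17869) lies on chromosome 15 of mm9 from 61816896 to 61821916. Its FPKM was 41.0 in WT HSC and 129.4 in GRK6−/− HSC, and 81.6 in WT CLP and 21.3 in GRK6−/− CLP (no replicates). The log2 fold change of Myc was therefore 1.63 in HSC and -1.89 in CLP. Redox genes scored 1.19 in HSC (gene permutation p = 0.192, adjusted p = 0.679, 48 genes) and -0.481 in CLP (gene permutation p = 1.0, adjusted p = 1.0, 49 genes). The Reactome set for detoxification of reactive oxygen species scored 1.21 in HSC (adjusted p = 0.679) and 0.502 in CLP (adjusted p = 1.0), with 19 genes or 67.9% of its members ranked in each population. DNA repair scored 0.95 in HSC (gene permutation p = 0.573, adjusted p = 0.954, 124 genes) and 1.08 in CLP (gene permutation p = 0.289, adjusted p = 0.722, 122 genes). The GO term for response to DNA damage in place of the Reactome set, an alternative chosen after seeing the data, changed the HSC score to -0.870 (adjusted p = 1.0). From its own analysis with the hallmark sets (Supplementary Figure 1), the paper concludes that MYC-regulated genes, ROS signaling and the DNA damage response were altered most in both populations.

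**Figure D2:**
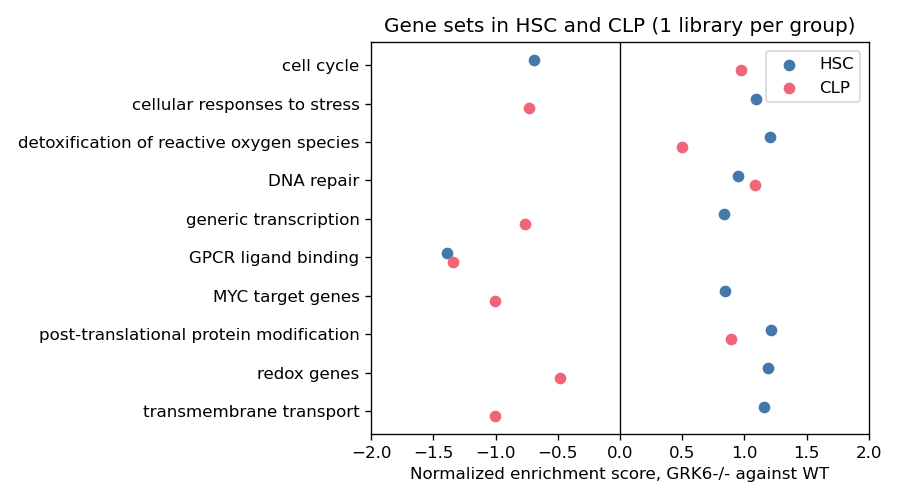
Normalized enrichment scores (horizontal axis, no unit) of the 10 gene sets in HSC and CLP, for GRK6−/− against WT (1 library per group, no replicates). Points right of 0 are sets ranked toward higher values in GRK6−/− cells; MYC target genes lie at 0.848 in HSC and -1.01 in CLP.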

As shown in Supplementary Figure 1a, GRK6 knockout leads to most significant alterations in cMyc-regulated genes, ROS signaling (Supplementary Figure 1b), and DDR pathway etc., in both HSC and CLP populations. 

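For the kinds of pathway drawn in Figure 5a, 1 Reactome set each was tested in the HSC and CLP libraries (no replicates). GPCR ligand binding, used for receptor signaling, had normalized enrichment scores of -1.39 in HSC (gene permutation p = 0.0406) and -1.34 in CLP (gene permutation p = 0.0483). These were the lowest p-values among the 10 sets in each population, with an adjusted p of 0.483 in both. Only 17.8% of its members were ranked in HSC and 18.8% in CLP, since most had no row or an FPKM under 1. With a pseudocount of 0.1 its score in HSC changed to 1.33. In CLP the same pseudocount gave -1.57 (gene permutation p = 0.0035, adjusted p = 0.0707). That adjusted p was the lowest of the 10 sets under any setting. With an FPKM of at least 1 in both libraries, the score was -0.948 in HSC and -0.825 in CLP. Generic transcription scored 0.840 in HSC and -0.761 in CLP (adjusted p = 1.0 in both). Post-translational protein modification scored 1.21 in HSC (adjusted p = 0.512) and 0.894 in CLP (adjusted p = 1.0). Cellular responses to stress scored 1.09 in HSC (gene permutation p = 0.238, adjusted p = 0.679, 200 genes) and -0.733 in CLP (gene permutation p = 0.996, adjusted p = 1.0, 198 genes). Cell cycle scored -0.695 in HSC (adjusted p = 1.0, 431 genes) and 0.97 in CLP (adjusted p = 0.954, 429 genes). Transmembrane transport scored 1.16 in HSC (adjusted p = 0.620) and -1.003 in CLP (adjusted p = 0.874). Over all Reactome sets of 15 to 500 genes, compared with 10000 random gene sets, 0 of 601 in HSC and 0 of 606 in CLP had an adjusted p-value under 0.05. The lowest gene permutation p in CLP was 0.000177, about the smallest that so few random sets can give. A single set could not pass the adjustment at that p, so the absence of passing sets in CLP is not informative. From its enrichment map, the paper proposes that receptor signaling, transcription, post-translational regulation, stress and cell cycle pathways take part in GRK6-dependent mechanisms.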

Enrichment map^25, 26^ analysis was used to sum up significantly altered pathways, which suggest that receptor signaling, transcription regulation, post-translational regulations, and notably stress and cell cycle related pathways were involved in GRK6-dependent mechanisms in hematopoiesis (Figure 5a).

We then asked if oxidative stress is involved in the phenotypic defects caused by GRK6 ablation. ROS is a major source of oxidative stress. DCF-DA staining showed that GRK6 ablation resulted in elevated ROS level (Figure 5b) in HSC and CLP populations. Moreover, DNA damage-induced *γ*H2AX phosphorylation was significantly aggravated in GRK6^−/−^ HSC (Supplementary Figures 2a and b). These data indicate that GRK6 may participate in cellular ROS cleavage and DNA damage repair.

*In vivo* and *in vitro* antioxidant treatment was utilized to see if increased ROS is causal. The results show that 50 mg/kg *α*-lipoic acid (LA) treatment significantly increased HSC count and CLP was slightly increased CLPs in GRK6 knockout mice (Figure 5c). In methocellulose-based cultures (Figure 5d), 100 *μ*M LA supplementation restored myeloid colony number of GRK6^−/−^ bone marrow, and 30 *μ*M LA was beneficial to growth of Pre-B colonies. Quantitative PCR analysis of HSC and CLP showed the expression of several genes that dominantly regulates stress response, namely *Sod2*, *Sod3*, *Nrf2* and *Cdkn1a* in HSC, and *Sod3* and *Cdkn1a* in CLP were significantly changed. (Supplementary Figure S1c).

In parallel, we investigated the effect of GRK6 knockdown in Jurkat cells. Lentivirus-based shRNA was designed to target common exons of GRK6 (Supplementary Figures 3a and b). GRK6 knockdown severely inhibited the growth of Jurkat cells (Supplementary Figure 3c), and the effect could be alleviated by 30 *μ*M LA supplementation (Supplementary Figure 3d). As GFP introduced by lentivirus infection interferes with DCF-DA fluorescence, we measured Trolox-equivalent antioxidant capacity, which was down-regulated by GRK6 knockdown, and was slightly reversed by LA supplementation at 100 *μ*M (Supplementary Figures 3e), and coincides with *in vivo* observations. Collectively, ROS quenching could rescue loss of HSC number and myeloid clonogenic ability in GRK6-deficient bone marrow cells, and partially alleviate *in vitro* lymphoid differentiation and growth of lymphoid cell line. Taken together, these data suggest that excessive ROS level in GRK6^−/−^ hematopoietic stem and progenitor cells contributes to loss of HSC self-renewal ability.

To gain insight into molecular mechanism by which GRK6 regulates stress-related response, we tried to identify GRK6 interacting proteins with immunoprecipitation and mass spectrometry (IP–MS) analysis (Figure 6a). Interestingly, besides known substrates such as HSP90AA1, HSP90AA2 and HSP90AB1, proteomic screening revealed association of GRK6 with members of phosphatidylinositol-3-kinase-related kinase (PIKK) family, including ATM, ATR, and DNA-PKcs. Especially, 220 peptide fragments from DNA-PKcs were detected. DNA-PKcs is known to mediate non-homologous end joining and lymphocyte-specific V(D)J recombination,^27^ and is recently reported as an ‘ROS sensor'.^28^ In response to H_2_O_2_ treatment (200 *μ*M), reduced phosphorylation of DNA-PKcs (pT2056), but not pATM (pS1981) was observed (Figure 5d). Moreover, DNA damage-induced *γ*H2AX phosphorylation was significantly aggravated in GRK6-deficient cells (Figures 6c and d). Taken together, the interaction between DNA-PKcs and GRK6 might be essential for DNA-PKcs phosphorylation, which mediates cellular protection against oxidative stress, and possibly participates in lymphoid differentiation.

## Discussion

GRKs have shown broad distribution in various tissues and act on a variety of substrates. GRK6 was known to critically control chemotaxis and autoimmune processes of mature blood cells. Here we report a novel aspect of GRK6 function in hematopoietic stem cell maintenance. We found that GRK6 ablation lead to pronounced lymphocytopenia, fewer HSCs, and smaller common lymphoid progenitor population. We also proved that GRK6 is essential to HSC self-renewal. Increased ROS level and DNA damage in *GRK6*^−/−^ HSC and CLP suggest involvement of GRK6 in maintaining redox homeostasis, and antioxidant treatment could at least partially rescue the loss of HSC and clonogenic ability of GRK6-deficient bone marrow. Our data suggest an indispensable role of GRK6 in regulating hematopoietic stem cell renewal.

Regulation of ROS level is critical in maintaining stem cell self-renewal and differentiation, as well as in treatment of stem cell associated diseases. High level of ROS has been long suggested detrimental.^29, 30, 31^ However, several studies have shown that low physiological level of ROS and other stressors operate as intracellular signaling molecules and promote stem cell renewal and differentiation.^32, 33, 34^ Redox regulation of HSC quiescence and self-renewal, lymphoid and myeloid balance,^34^ and T-cell differentiation^35^ have been reported in recent literatures.^36^ We found that GRK6-related redox disturbance could be rescued by a relatively low dose of *α*-lipoic acid (Figures 5, 6 and Supplementary Figure 2). Interestingly, in healthy mice, HSC count was unexpectedly reduced by *in vivo* LA administration (Figure 5c). Furthermore, in WT bone marrow culture, whereas CFU-C ability was improved by 30 *μ*M LA, LA supplementation seems destructive to Pre-B growth (Figure 5d) and growth of healthy Jurkat cells (Supplementary Figure 3d). These data implicate that differentiation of myeloid and lymphoid progenitors require distinct ROS level, and ROS seems essentially promotes lymphoid growth and differentiation. Furthermore, excessive antioxidants administration could be hazardous to normal objects, and should be administrated with caution.

In our IP–MS results, 220 peptides from DNA-PKcs were detected, in contrast to the few fragments found from ATM and ATR, the other 22 PIKK family members, indicating specific and strong protein association. DNA-PKcs mediates non-homologous end joining pathway and lymphocyte-specific V(D)J joining by recruiting its complex components to the sites of DNA double-strand break. DNA-PKcs knockout or Thr2609 cluster mutation leads to premature-aging and immunodeficiency due to blocked V(D)J rearrangement and DNA damage accumulation in mice.^37^ DNA-PKcs was also reported to be an ‘ROS sensor'. In response to ROS signal, DNA-PKcs undergoes phosphorylation at Thr2056 and subsequently phosphorylates p53 as well as other downstream transcription factors.^38^ Interestingly, although both HSC and CLP exhibit higher ROS level and altered cellular stress pathway in GRK6^−/−^ mice, they responded differentially to LA dose and treatment, and CLP number as well as lymphoid differentiation was not restored by ROS scavenger. It is likely that redox-independent functions of DNA-PKcs, like non-homologous end joining in lymphocytes, are involved. One thing to note is that GRK6 has many splice variants which differ in terms of their regulation by carboxyl-terminal post-translational modification.^39^ These variants exhibit differential subcellular and tissue distribution.^40^ 

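Grk6 (Entrez Gene 26385, ENSMUSG00000074886.4) lies on the plus strand of chromosome 13 from 55546695 to 55562286 in the mm9 annotation, with 2 protein-coding transcripts. The longer has 16 exons and 2996 bp. In its numbering, exons 3 to 9 run from 55551626 to 55553686 and hold 781 bp, all coding, or 26.1% of the transcript. Both transcripts contain these 7 exons. The remaining 2215 bp, of which 1892 bp follow exon 9, are 73.9% of the transcript. The reference sequence across the start of exon 3, with 30 bp of intron and then 30 bp of exon, is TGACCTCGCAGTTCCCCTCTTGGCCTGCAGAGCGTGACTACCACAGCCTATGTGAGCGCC. Across the end of exon 9, with 30 bp of exon and then 30 bp of intron, it is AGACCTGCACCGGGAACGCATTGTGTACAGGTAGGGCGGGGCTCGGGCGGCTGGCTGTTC. Grk6 had an FPKM of 42.7 in WT HSC and 89.4 in GRK6−/− HSC, and of 26.9 in WT CLP and 57.6 in GRK6−/− CLP (no replicates). The log2 fold change was 1.05 in HSC and 1.07 in CLP. The files give 1 value per gene, so they do not show which exons the fragments came from. The values correspond to about 369, 1012, 349 and 481 fragments in WT HSC, GRK6−/− HSC, WT CLP and GRK6−/− CLP. Rescaling the libraries to a median log2 ratio of 0 gave 1.05 in HSC and 1.08 in CLP. From the deletion of exons shared by the transcripts, the paper reasons that all splice variants were inactivated.

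**Figure D3:**
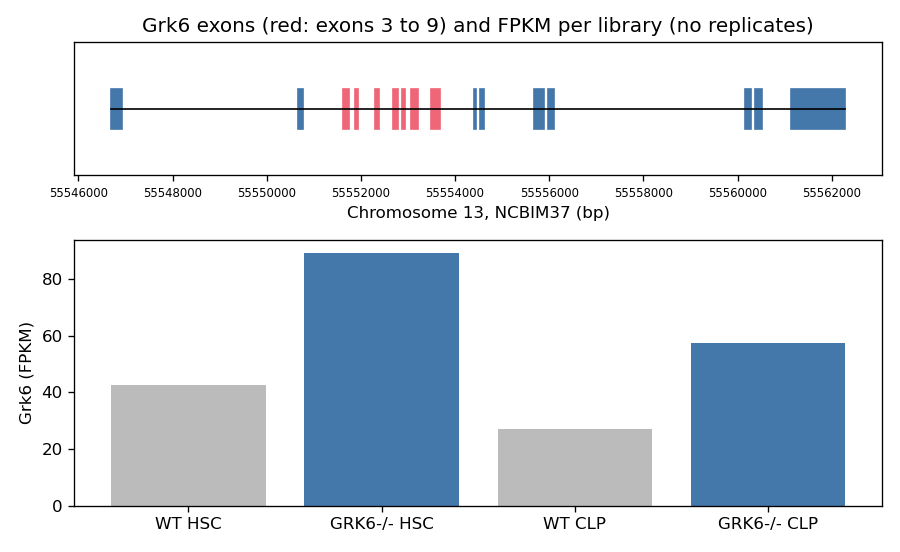
Top, exons of the longer Grk6 transcript on chromosome 13 (bp, mm9), with exons 3 to 9 in red. Bottom, Grk6 FPKM in each of the 4 libraries (1 library per bar, no replicates), 42.7 and 89.4 in WT and GRK6−/− HSC and 26.9 and 57.6 in WT and GRK6−/− CLP.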

The GRK6 knockout mice were generated through deletion of common exons 3–9. Therefore, the GRK6 ablation phenotype was derived from functional inactivation of all splice variants. Clarifying the dominant isoform of GRK6 in hematopoiesis would help to further the understanding of GRK6 function. Further mechanisms, like how GRK6 mediates phosphorylation of DNA-PKcs and whether it depends on kinase activity of GRK6, needs to be further elucidated.

Previous studies indicated that GRK6 participates in cytokine and chemokine-mediated immune responses. It was demonstrated that perturbed CXCR4 signaling leads to abnormalities of mature and immature hematopoiesis, while GRK6 negatively modulates ligand-induced CXCR4 desensitization. Thus enhanced CXCR4-mediated neutrophil chemotaxis and impaired responsiveness to G-CSF was observed in GRK6-deficient mice.^41^ 

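Of the receptors and ligands of this axis, Cxcr4 (Entrez Gene 12767, chromosome 1 of mm9, 130484776 to 130488876, minus strand) had an FPKM of 6.63 in WT HSC and 0.757 in GRK6−/− HSC, or about 35 and 5 fragments (no replicates). Its log2 fold change was -2.12 in HSC. In CLP its FPKM was 1.85 in WT and 1.67 in GRK6−/−, about 14 and 8 fragments, a difference that was not detectable at this depth (exact binomial test of the estimated fragments, p = 0.83). The same exact binomial test gave p = 1.2e-08 in HSC, and it covers the sampling of fragments only, not the variation between cells or mice. Csf3r, the G-CSF receptor (Entrez Gene 12986, chromosome 4, 125701903 to 125721684), had an FPKM of 25.5 in WT HSC, 18.0 in GRK6−/− HSC and 11.7 in both CLP libraries (no replicates). Its log2 fold change was -0.481 in HSC and 0.001 in CLP. Cxcl12, the ligand of CXCR4 (Entrez Gene 20315, chromosome 6, 117118553 to 117131386), had a row only in GRK6−/− HSC, with an FPKM of 0.146 or about 3 fragments. Csf3, the gene of G-CSF (chromosome 11, 98562577 to 98564943), had no row in any library. With a pseudocount of 0.1 in place of 1, the log2 fold change of Cxcl12 in HSC moved most, to 1.30. From its transcriptome analysis, the paper concludes that expression of receptors and ligands of this axis was altered in GRK6-deficient HSC and CLP.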

In transcriptome analysis, we also identified alterations in receptor and ligand expression in this well-reported regulatory axis in GRK6-deficient HSC and CLP (Figure 5a). However, in spleen clonogenic assay, comparable clonogenic ability of GRK6^−/−^ and WT bone marrow cells was observed, indicating dispensable migration and reconstitution of hematopoietic progenitor cell activity in GRK6 ablation (Supplementary Figure 4). In combination with other data presented, we believe that the novel function of GRK6, in regulating DNA-PKcs phosphorylation and maintaining redox homeostasis, is a critical pathway that maintains HSC self-renewal and differentiation.

In conclusion, our study provides evidence that GRK6 is essential to the maintenance of self-renewal of HSC, and acts as a regulator of redox homeostasis. Given that GRK6 knockout mice are viable, and prominent growth arrest of lymphoid leukemia cell line was observed upon GRK6 knockdown, it might be feasible that GRK6 be used as a potential target for treatment of leukemia.

## Materials and Methods

### Animals

GRK6 knockout strain backcrossed to C57BL/6 background was kindly provided by RJ Lefkowitz and RT Premont (Duke University Medical Center, Durham, NC, USA). WT and GRK6 knockout (GRK6^−/−^) littermates were produced by GRK6 heterozygote crossing and genotyped by triplex PCR amplification using tail tip genomic DNA.^42^ Transgenic mice with ubiquitous somatic expression of enhanced green fluorescent protein (C57BL/6-Tg(CAG-EGFP)1Osb/J strain, hereafter referred to as EGFP mice)^43^ was purchased from Model Animal Research Center of Nanjing University and maintained by homozygote crossing. Mice were on a reversed 12h light/dark cycle with food and water available *ad libitum*. Mice used for experiments were 8–12 weeks old unless otherwise specified. All experiments were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and approved by Animal Care and Use Committee of Shanghai Medical College, Fudan University.

### Hematology analysis

Peripheral blood was obtained by retro-orbital puncture into EDTA**·**K_2_-treated tubes. Complete blood counts were performed on Sysmex KX-21N or XS-800i hematology analyzers (Sysmex Corporation, Kobe, Japan).

### Flow cytometric analysis

BM cell suspension was prepared by flushing femurs and tibias with IMDM medium containing 2% fetal bovine serum (FBS). Red blood cells were lysed with ACK lysis buffer (0.15 M NH_4_Cl, 1 M KHCO_3_, 0.1 mM EDTA, pH 7.4) before immunostaining. Cell suspensions were filtered through a 40 *μ*m mesh, incubated with antibodies or dyes as indicated, and subjected to analysis or sorting on Moflo XDP (Beckman Coulter Inc., Brea, CA, USA), FACSAria III (BD Biosciences, San Jose, CA, USA) or Guava EasyCyte 8HT (Merck KGaA, Darmstadt, Germany). Raw data were analyzed with FlowJo (Version 7.6; FlowJo LLC, Ashland, OR, USA). The antibodies used, including CD3 (145-2c11), CD45R/B220 (RA3-6B2), CD11b (M1/70), Erythroid marker (Ter-119), Ly-6G (RB6-8C5), CD117/cKit (ACK2), Flt3 (A2F10), CD127 (A7R34), IgM (ll/41), Sca-1 (D7), CD16/32 (93), CD19 (ebio1D3), CD24 (M1/69), CD25 (PC61.5), CD34 (RAM34), CD43 (eBio2/60), CD44 (IM7), CD150 (mShad150) and CD48 (HM48-1), were from eBioscience (San Diego, CA, USA). CD4 (RM4-5) and CD8a (53-6.7) were from BD Biosciences. The total cell numbers were acquired by multiplying the total trypan blue negative cells enumerated with TC10 Automated Cell Counter (Bio-Rad Laboratories, Hercules, CA, USA) with the frequency of cells of the indicated populations within the PI (propidium iodide)-negative and FSC/SSC gates. For ROS measurement, cells were diluted to 5 × 10^6^ cells/ml, and incubated with 20 *μ*M 2′, 7′-Dichlorodihydrofluorescein diacetate (DCF-DA) (Enzo Life Sciences, Farmingdale, NY, USA) for exactly 30 min at 37 °C. Side population (SP) was stained by incubating 1 × 10^6^ cells/ml with 5 mg/ml Hoechst 33342 for 90 min at 37 °C.

### Bone marrow transplantation

EGFP mice were used as transplantation recipients. In competitive transplantation assay, BM cells from 8–12 weeks old WT or GRK6^−/−^ littermates were 1:1 mixed with EGFP^+^ BM cells and 1 × 10^6^ cells were intravenous injected into each EGFP recipient. In non-competitive serial transplantation assay, a mixture of 1000 LSK cells from WT or GRK6^−/−^ BM and 1 × 10^5^ EGFP^+^Sca-1^−^ cells from BM of EGFP mice were intravenously injected into each EGFP^+^ recipient. Three months later, BM cells from these recipients were used for secondary transplantation. The recipients were GFP^+^ transgenic mice and the donors were WT or GRK6^−/−^ mice which carry no GFP fluorescence. The recipient-derived residual GFP^+^ cells were quantified to evaluate the reconstitution capability of WT and GRK6^−/−^ HSCs. All recipient mice received 8.5 Gy ionizing radiation (IR). Transplantation was performed within 6 h post irradiation. EGFP^+^ percentage of each peripheral and bone marrow population was analyzed by flow cytometry as indicated.

### CFU-S assay

For CFU-S assay, 2 × 10^5^ BM cells from WT or GRK6^−/−^ mice were injected into lateral tail veins of 8.5 Gy-irradiated C57BL/6 recipient mice (*n*=4–6 each). On day 12, spleens were dissected and analyzed as described.

### Bone marrow clonogenic assay

BM cells were plated in duplicate in methocellulose-based IMDM medium supplemented with indicated cytokines (for CFU-C assay, 2 × 10^4^ cells with 50 ng/ml SCF, 10 ng/ml IL-2, and 10 ng/ml IL-6; for CFU-Pre-B assay, 5 × 10^4^ cells with 5 ng/ml SCF and 10ng/ml IL-7). In *α*-lipoic acid treatment experiments, 0, 30, 100, 300 *μ*M *α*-lipoic acid (LA) was added to the culture media. Cells were cultured at 37 °C in 5% CO_2_ for 6 days (CFU-Pre-B) or 10 days (CFU-C) before enumeration. Colony number was scored based on StemCell Technologies criteria.

### 5-Fluoruracil assay

5-Fluoruracil was administered intraperitoneally at 150 mg/kg on day 0. Retro-orbital bleeding was performed at indicated time and blood samples were assayed with a Sysmex XS-800i hematology analyzer.

### Mice *α*-Lipoic acid treatment

For *α*-lipoic acid treatment, eight-week old mice were given daily i.p. 50 mg/kg *α*-lipoic acid administration for two weeks, and mice were sacrificed 24 h. after the last injection.

### Immunofluorescence and histological microscopy

HSCs were sorted onto poly-l-lysine coated slides with and fixed with 4% paraformaldehyde for 15 min. Cells were permeablized with 0.3% Triton X-100, blocked with 1% FBS+0.1% BSA in PBS, incubated with *γ*H_2_AX antibody (JBW301) overnight at 4 °C and counterstained with DAPI (4,6 diamidino-2-phenylindole). Images were captured with LSM510 META confocal microscope (Carl Zeiss, Oberkochen, Germany). For each cell, z-stack of optical sections, 0.75 *μ*m each and 15 *μ*m in total thickness was performed and merged into one with Aim Image Browser (Carl Zeiss). Dots within DAPI positive area were enumerated with Image-Pro plus 6.0 (Media Cybernetics Inc., Rockville, MD, USA). At least 100 cells were calculated in each population. For H&E staining, femur from WT and GRK6^−/−^ mice were fixed in 4% paraformaldehyde, and decalcified in 14% EDTA, sectioned and stained with hematoxylin and eosin (H & E). Bone marrow smears were prepared and subjected to Wright-Giemsa staining. Images were captured with Olympus BX41 microscope.

### Plasmid construction

Plasmids encoding Flag-tagged human GRK6 splice variant 1 and GFP were constructed into pCDNA3.0. Construction of shRNA plasmids for human GRK6 was performed as described.^44^ Briefly, common coding sequence of human GRK6 mRNA sequence was analyzed by BLOCK-iT RNAi Designer and shRNAs were picked out, synthesized and constructed into FG12-hU6-shRNA vector. The shRNA lentivirus system was obtained from Dr. Gang Pei (Chinese Academy of Sciences, Shanghai, China). LacZ shRNA was used as a control. Sequences used are shGRK6, GCCTGTTATTTCGTGAGTTCT (sense); shLacZ, GCTAAATACTGGCAGGCGTTT (sense).

### Cell culture

Jurkat cell line was maintained in RPMI-1640 supplied with 10% fetal bovine serum (FBS, HyClone Laboratories Inc., South Logan, UT, USA). HEK293T cells were cultured in Dulbecco's modified Eagle's medium containing 10% FBS. MDA-MB-231 cells stably expressing GFP or GRK6-Flag were cultured in Leibovitz's L-15 plus 10% FBS. The cells were obtained from the lab of Gang Pei and tested for mycoplasma contamination prior to experiments.

### Generation and titration, and infection of lentivirus

HEK293T cells were seeded in 100 mm cell culture dishes at 3 × 10^6^ cells/dish, transfected with FG12 and packaging vectors, and the resulting supernatant was collected after 48 h. Titer were determined by 293T infection. The titer of lentivirus was ~10^7^ infectious units (IFU)/ml in a typical preparation and concentration. Jurkat cells were infected by spinoculation at MOI of 30 and cultured for at least 72 h before cellular assay.

### Immunoprecipitation followed by mass spectrometry

The experiment was performed as specified in Wu *et al.*^45^ Briefly, MDA-MB-231 cells were transfected with GRK6-Flag or GFP-Flag lentivirus, harvested and lysed (50 mM Tris, pH 7.5, 150 mM NaCl, 0.5% NP-40, 10% glycerol, 1 mM EDTA, 10 mM NaF, 10 *μ*g/ml aprotinin, 10 *μ*g/ml benzamidine, and 0.2 mM PMSF). The lysate was incubated with anti-FLAG M2 affinity gel and bound proteins were electrophoresed on a 4–20% gradient polyacrylamide gel and revealed by staining with Coomassie Brilliant Blue G250. Selected bands were excised from the gel and analyzed by mass spectrometry at the Shanghai Applied Protein Technology (Shanghai, China). MS/MS spectra were automatically searched against the non-redundant International Protein Index (IPI) human protein database (version 3.53) using the BioworksBrowser rev. 3.1 (Thermo Fisher Scientific Inc., Cambridge, MA, USA).

### Immunoprecipitation and western blotting

For immunoprecipitation, 293T cells was transfected with pCDNA3.0-GRK6-Flag construct or pCDNA3.0-GFP and harvested 48 h later. Cells were washed with ice-cold PBS and lysed in IP buffer (50 mM HEPES, pH 8.0, 250 mM NaCl, 0.5% NP-40, 10% glycerol, 2 mM EDTA, 1 mM Na_3_VO_4_, 10 *μ*g/ml aprotinin, 10 *μ*g/ml benzamidine, and 0.2 mM PMSF) for 1.5 h as described.^46^ The supernatant was incubated with anti-FLAG M2 affinity gel at 4 °C for 8 h. The beads were subsequently washed, and the proteins bound to the beads were subjected to western procedures.

The following antibodies were used, cMyc (sc-764), cMyc (pS62) (ab51156), DNA-PKcs (pT2056) (ab18192), ATM (pS1981) (ab36810), DNA-PKcs (ab70250), ATM (ab82512), *β*-actin (AC-15), GRK4-6 (A16/17), GRK6 (EPR2046(2)), FLAG epitope (SIG1-25). Anti-Flag M2 affinity gel (A2220) were from Sigma-Aldrich Co. LLC. (St. Louis, MO, USA). Blots were incubated with IRDye 800CW-conjugated or 700CW-conjugated antibody (Rockland Immunochemicals Inc., Limerick, PA, USA) and infrared fluorescence images were obtained with the Odyssey CLx infrared imaging system and quantified with Image Studio Lite Ver 5.2 (LI-COR Inc., Lincoln, NE, USA).

### Reverse Transcription and real-time polymerase chain reaction

PrimeScript RT reagent Kit (Takara Biotechnology (Dalian) Co, LTD., Dalian, China) was used for regular reverse transcription. For HSC and CLP populations, cells were sorted and subjected to reverse transcription and cDNA amplification according to Smart-seq2 method. Briefly, collected cells were subjected to reverse transcription, template switching and preamplification for 20 cycles, and validated for housekeeping gene expression. Then amplified cDNA was purified, and used for RT-PCR detection. PCR primers were designed with NCBI Primer Blast and tested for PCR band specificity and excluded for genomic DNA amplification. Real-time PCR was done on an Eppendorf Realplex 2 real-time PCR cycler using the Takara SYBR Green PCR kit. All samples were run in duplicate. Relative expression was determined using the 2^−ΔΔC^^T^ method. See Supplementary Table 1 for primers used.

### RNA sequencing and data analysis

Sample preparation was performed as described.^47, 48^ Briefly, sorted cells were individually transferred into lysis buffer with a mouth pipette. Reverse transcription reactions were directly performed on the whole-cell lysate. Poly (dT) primer was used to specifically reverse transcribe mRNA from the lysate. Terminal deoxynucleotidyl transferase was used to add a poly (A) tail to the 3′ end of the first-strand cDNA. The unincorporated primer was digested by exonuclease and 20+10 cycles of PCR was applied to amplify the cDNA. Sorted cells (13–15) from 3–4 mice were individually amplified and pooled together as cDNA libraries. Library preparation and sequencing were performed by WuXi AppTec. We obtained 20 million 100-bp PE reads for each lineage. 

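The paper's depth is 20000000 reads of 100 bp per lineage. The deposited FPKM values give no read number, but their lowest values show what 1 fragment is worth. Among genes with a single annotated transcript of at least 1500 bp and an FPKM under 0.3, between 73.8% and 81.6% of values lay within 10% of 1, 2 or 3 times a common step, and between 4.85% and 8.74% lay below it. The step corresponds to values scaled to about 2880000 fragments for WT HSC, 3780000 for GRK6−/− HSC, 4330000 for WT CLP and 2790000 for GRK6−/− CLP (no replicates). These are estimates of the fragments that the FPKM values are scaled to and not the reads obtained. In a simulation where genes without a value had a mean of 0, high depths were underestimated, so the estimates may be too low. In a transcript of 2 kb, 1 fragment gave an FPKM of about 0.173 in WT HSC, 0.132 in GRK6−/− HSC, 0.115 in WT CLP and 0.179 in GRK6−/− CLP, so lower expression could not be told from none.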

Data analysis was performed with Genome assembly GRCm37/mm9. 

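The loci in the deposited tables were compared with the mm9 annotation (NCBIM37, GENCODE vM1). Between 9802 and 10776 symbols per library had a single annotated gene, and 99.5% to 99.6% of their loci overlapped it. Starts in the tables count from 0, and coordinates are given here from 1.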

Data were aligned and calculated for differential expression with the Tuxedo suite.^49, 50^ Network analysis of over-represented pathways in RNA-seq by Enrichment Map. Gene sets were organized in a network, where each set was a node and edges represented gene overlap between sets. Automated network layout groups related gene sets into network clusters, indicated by grey shadows. Terms in each cluster were summarized by WordCloud.

### Trolox-equivalent antioxidant capacity measurement

Cellular antioxidant capacity was measured by commercial total antioxidant capacity assay kit with a rapid ABTS (2,2′-azino-bis(3-ethylbenzithiazoline)-6-sulfonic acid) method (Beyotime Biotechnology, Haimen, China). Briefly, Jurkat cells were collected, washed with ice-cold PBS, and homogenized with a tissue lyser. Supernatant of cell lysate were subjected to ABTS^+^ measurement at A414 nm, and BCA method was used to determine total protein level of the lysate. Total antioxidant capacity was evaluated by a Trolox (6-hydroxy-2,5,7,8-tetramethylchroman-2-carboxylic acid) standard curve and was expressed as Trolox-equivalent antioxidant capacity concentration (mM/g).

### Statistical analysis

Data from an animal was excluded if it deceased before the experiment procedure ends. Quasi experiments were performed in all tests, during which groups were masked until the end of experiment. Statistical analysis was performed with two-tailed, unpaired Student's *t*-test or two-way ANOVA followed by Bonferroni's *post poc* analysis, as indicated in figure legends. Data were presented as mean±S.E.M. We conducted a range of estimations based on alpha values of 0.05 and desired power of 0.80. Significance was denoted with asterisks (*P<0.05, **P<0.01, ***P<0.001). Plotting and statistics were done with Sigmaplot 12.5 (Systat Software Inc., San Jose, CA, USA) or R.

### Data availability

All the raw data of RNA sequencing for WT and GRK6^−/−^ HSC and CLP have been deposited in the Gene Expression Omnibus database (accession number GSE58357).

## Figures and Tables

**Figure 1:**
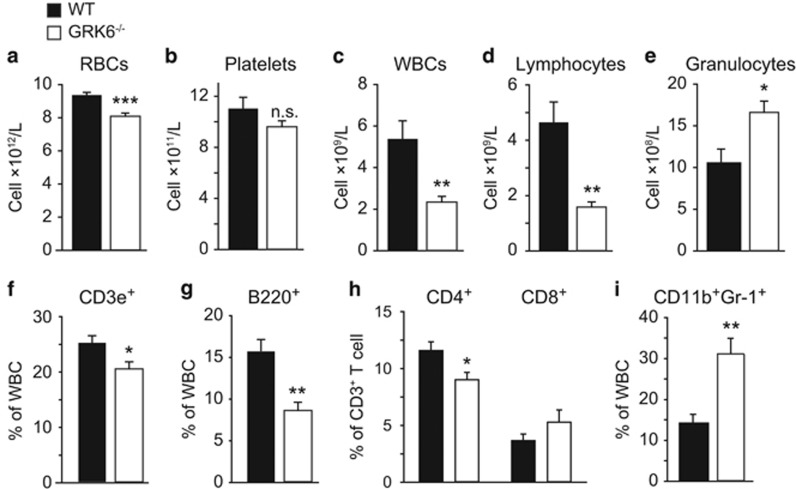
GRK6 knockout leads to lymphocytopenia. (**a–e**) Absolute number per liter of RBCs (**a**), platelets (**b**), WBCs (**c**), lymphocytes (**d**) and granulocytes (**e**) and (**f**–**i**) percentage of peripheral CD3e^+^ T cells (**f**), B220^+^ B cells (**g**), CD4 and CD8 single positive populations (**h**), CD11b^+^ Gr-1^+^ granulocytes (**i**) in total WBCs of 8–12 weeks old WT and GRK6^−/−^ mice (*n*=5–6 each). *P<0.05, **P<0.01, ***P<0.001 by two-tailed, unpaired Student's *t*-test. Data are expressed as mean±S.E.M.

**Figure 2:**
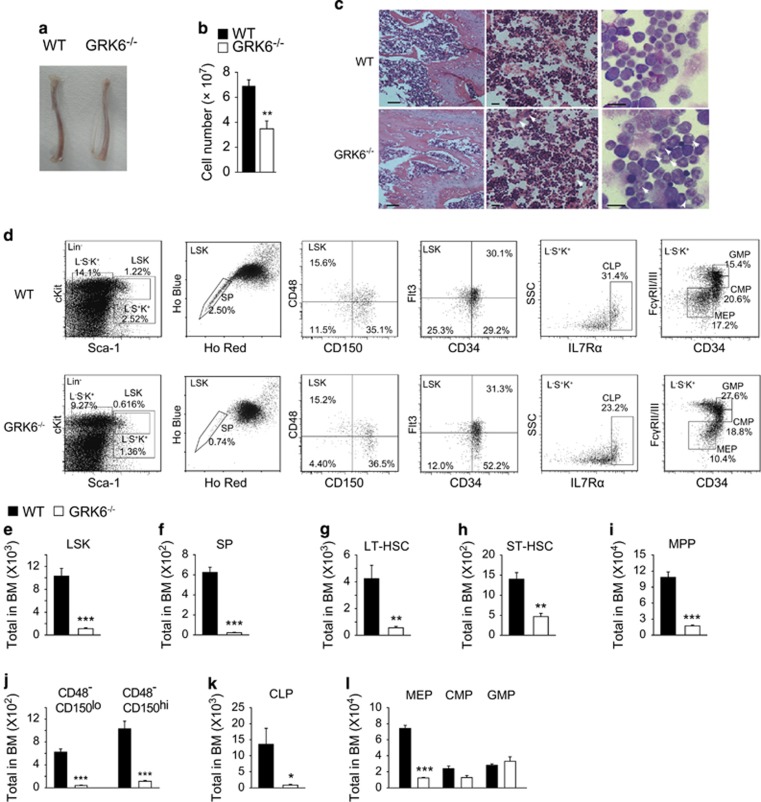
GRK6 knockout reduces BM HSC and progenitor populations. (**a** and **b**) Representative photograph of WT and GRK6^−/−^ tibia (**a**) and statistics of total cell number from two femurs and two tibiae of mice (*n*=6–7 mice each group) (**b**). (**c**) Femoral sections were subjected to HE staining (left, 40 × original magnification and middle, 400 × original magnification) and bone marrow smears were subjected to Wright-Giemsa's staining (right, 1000 × original magnification). Arrows indicate abnormal cells. Bars represent 500 *μ*m (left) or 20 *μ*m (middle and right). (**d**–**l**) Representative flow cytometric data (**d**) and (**e**–**j**) statistics of bone marrow LSK (Lin^−^Sca-1^+^cKit^hi^) (**e**), SP (LSKHoechst 33342^lo^) (**f**), LT-HSC (LSKFlt3^−^CD34^−^) (**g**), ST-HSC (LSKFlt3^−^CD34^+^) (**h**) and MPP (LSKFlt3^+^CD34^+^) (**i**), lymphoid competent HSC (LSKCD48^−^CD150^lo^) and myeloid competent HSC (LSKCD48^−^CD150^hi^) (**j**), CLP (Lin^−^Sca-1^+^cKit^+^IL7R*α*^+^Fc*γ*RII/III^−^) (**k**), CMP (Lin^−^Sca-1^−^cKit^+^Fc*γ*RII/III^lo^CD34^+^), GMP (Lin^−^Sca-1^−^cKit^+^Fc*γ*RII/III^hi^CD34^hi^) and MEP (Lin^−^Sca-1^−^cKit^+^Fc*γ*RII/III^lo^CD34^−^) (**l**) populations of 8–12 weeks old WT and GRK6^−/−^ mice (*n*=4–10 each). *P<0.05, **P<0.01, ***P<0.001 by two-tailed, unpaired Student's *t*-test. Data are expressed as mean±S.E.M. CMP, common myeloid progenitors; GMP, granulocyte/monocyte progenitors; LT-HSC, long-term HSC; MEP, megakaryocyte/erythrocyte progenitors; MPP, multi-potent progenitors; ST-HSC, short-term HSC

**Figure 3:**
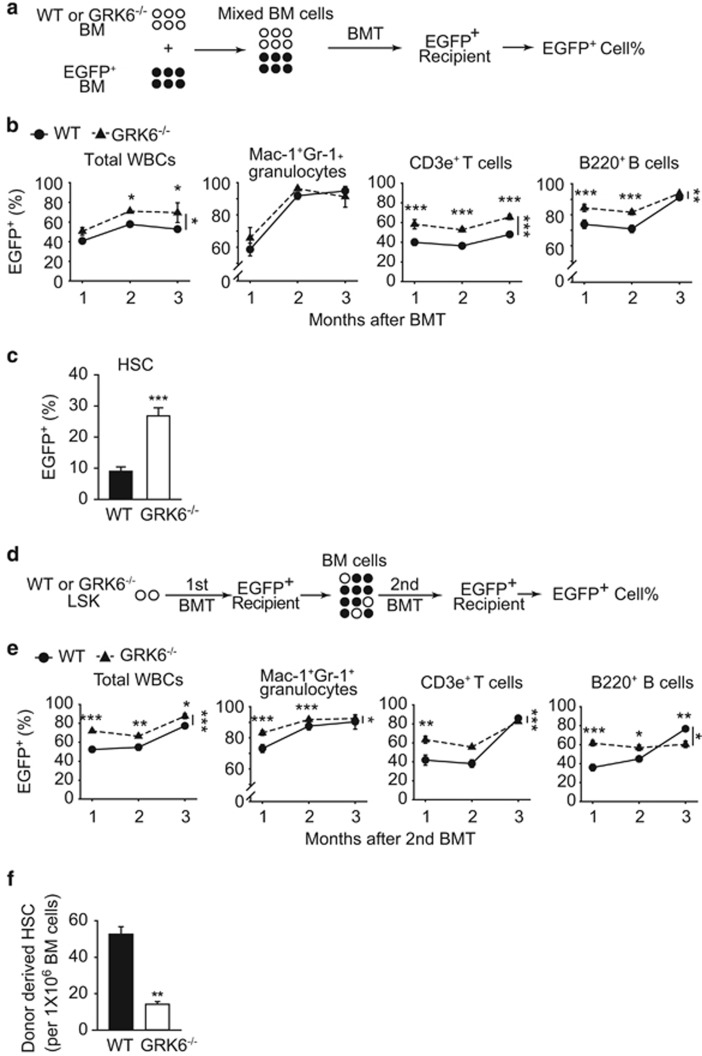
GRK6 is essential for self-renewal of HSCs. (**a**–**c**) Competitive BM transplantation assay. (**a**) A 1:1 mixture of BM cells from EGFP^+^ and WT or GRK6^−/−^ mice was transplanted into a lethally-irradiated EGFP^+^ recipient mouse. (**b**) Reconstitution after transplantation was presented as EGFP^+^ percentage in peripheral WBC, granulocyte, T-cell and B-cell populations (recipient, *n*=6; donor, *n*=3 per genotype). Two-way ANOVA with Bonferroni *post hoc*, *P<0.05, **P<0.01, ***P<0.001 between data points (on top) or genotypes (on the right). (**c**) EGFP^+^ percentage in HSC populations 3 months post transplantation. **P<0.001 by two-tailed, unpaired Student's *t*-test. (**d**–**f**) Serial transplantation assay. (**d**) 1000 sorted WT or GRK6^−/−^ LSK cells were transplanted into an lethally-irradiated EGFP^+^ recipient mouse (the primary transplantation), and the BM cells from the primary recipient were then transplanted into another EGFP^+^ recipient (the secondary transplantation). (**e**) EGFP^+^ percentage of peripheral blood cells after the secondary transplantation (recipient, *n*=4–6; donor, three per genotype). Two-way ANOVA with Bonferroni *post hoc*, *P<0.05, **P<0.01, ***P<0.001 between data points (on top) or genotypes (on the right). (**f**) HSC number 3 months after the secondary transplantations (recipient *n*=6 each, donors *n* = 4 each). **P<0.01 by two-tailed, unpaired Student's *t*-test. All data are expressed as mean±S.E.M.

**Figure 4:**
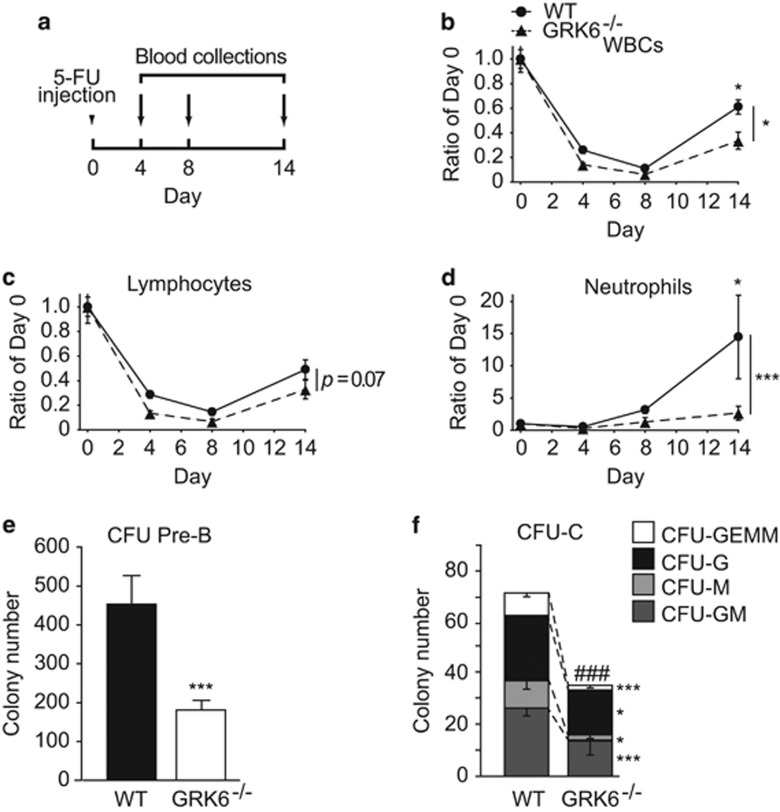
GRK6 regulates lymphoid differentiation. (**a**–**d**) Single-dose 5-FU assay for proliferation. (**a**) GRK6^−/−^ mice and WT littermates were intraperitoneally injected with a single dose of 5-FU on day 0 followed by serial samplings of peripheral blood at day 4, 8, 14 (*n*=3–7 each). Peripheral blood count of (**b**) WBCs, (**c**) lymphocytes and (**d**) neutrophils were determined with hematology analyzer and presented as percentage of original cell count. Two-way ANOVA with Bonferroni *post hoc*, *P<0.05, ***P<0.001, on the right, within genotype; on top, within each day. Data are expressed as mean±S.E.M. (**e**,**f**) Whole bone marrow culture to test clonogenic ability with (**e**) CFU-Pre-B (*n*=3 each with duplicate) or (**f**) CFU-C assay (*n*=5 each with duplicate). On top, ^###^*P*<0.001 of total colony number in (**f**); *P<0.05, ***P<0.001 WT *versus* GRK6^−/−^ of each population by two-tailed, unpaired Student's *t*-test. Data are expressed as mean±S.E.M. 5-FU, 5-Fluoruracil

**Figure 5:**
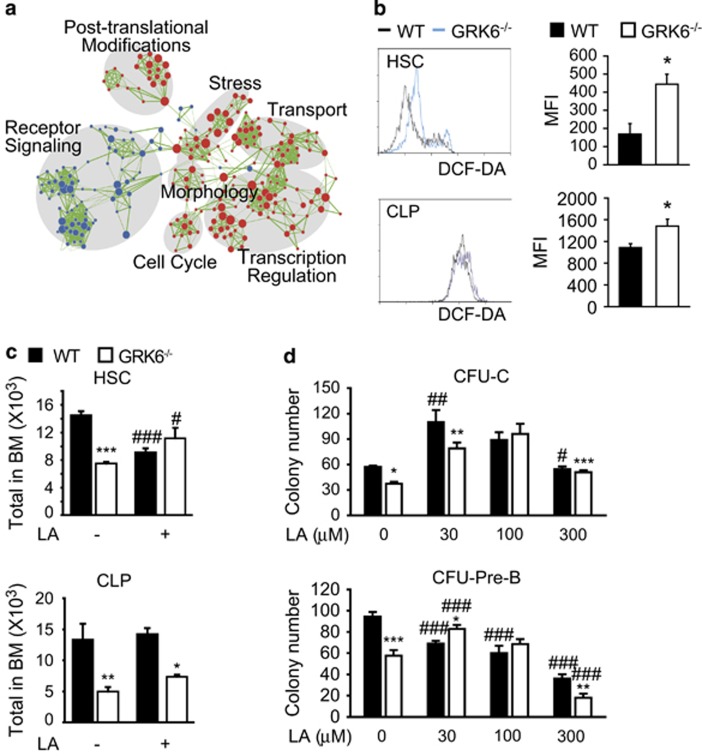
Oxidative stress is involved in hematopoietic deficiencies caused by GRK6 ablation. (**a**) Network analysis of over-represented pathways in RNA-seq. Each node represents a pathway, its size correlates with enrichment significance and edges represent gene overlaps between nodes. Network clusters are indicated by grey shadows. (**b**) Representative flow cytometric analysis and statistics of ROS level assessed by DCF-DA fluorescence (*n*=5, 3). *P<0.05 by two-tailed, unpaired Student's *t*-test. (**c**) WT and *GRK6*^−/−^ mice was randomized to i.p. injection of saline or LA (50 mg/kg) for two weeks (WT+Saline, WT+LA, GRK6^−/−^+Saline, GRK6^−/−^+LA, *n*=5, 4, 3, 3). HSC, two-way ANOVA, with Bonferroni *post hoc*, *P*=0.01, WT *versus* GRK6^−/−^, *P*=0.305, LA *versus* Saline. CLP, two-way ANOVA with Bonferroni *post hoc*, *P*=0.015, WT *versus* GRK6^−/−^; *P*=0.874, LA *versus* control; **P<0.01, ***P<0.001, within genotype; ^#^*P*<0.05, ^###^*P*<0.001, within treatment. (**d**) Methocellulose-based CFU-C and CFU-Pre-B assay at different LA dosage. CFU-C, two-way RM ANOVA with Bonferroni *post hoc*; *P*=0.107, WT *versus* GRK6^−/−^; *P*<0.001, LA dosage. CFU-Pre-B, two-way RM ANOVA with Bonferroni *post hoc*, *P*=0.091, WT *versus* GRK6^−/−^; *P*<0.001, LA dosage. *P<0.05, **P<0.01, ***P<0.001, Bonferroni *post hoc* within genotype; ^#^*P*<0.05, ^###^*P*<0.001, Bonferroni *post hoc* within treatment (versus LA dose 0). Data are expressed as mean±S.E.M.

**Figure 6:**
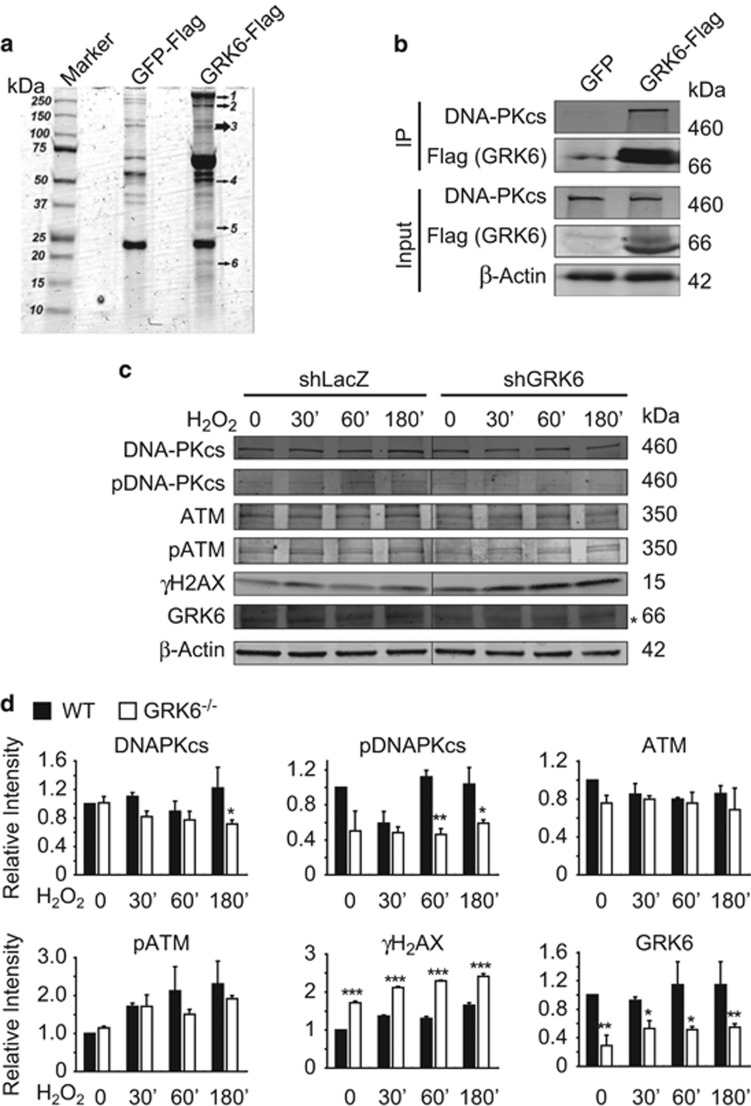
GRK6 regulates DNA-PKcs phosphorylation. (**a**) IP–MS of GRK6 in 231 cell line. Numbers indicate bands that were excised and subjected to mass spectrometry analysis. (**b**) GRK6 interacts with DNA-PKcs. HEK293T cells were transfected with FLAG-GRK6 or FLAG-GFP, and immunoprecipitated with anti-FLAG M2 beads. (**c**) H_2_O_2_ stimulation of Jurkat T cells infected with control (shLacZ) or GRK6 knockdown (shGRK6) lentivirus. Infected cells were serum starved for 8 h, treated with 200 *μ*M H_2_O_2_ and collected at 0, 30, 60, 180 min afterwards. *GRK5 band recognized by GRK4-6 antibody. (**d**) Densitymetric analysis of DNA-PKcs, pDNA-PKcs, ATM, pATM, *γ*H2AX and GRK6 (*n*=3). Expression level were normalized to *β*-ACTIN and shown as relative level to LacZ-0 min. Two-way ANOVA with Bonferroni *post hoc*; *P<0.05, **P<0.01, ***P<0.001, within genotype; ^#^*P*<0.05, ^###^*P*<0.001, Bonferroni *post hoc* within treatment (*versus* LA dose 0). Data are expressed as mean±S.E.M.

How the deposited data were processed for this re-analysis (not part of the article)

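RNA of sorted HSC and CLP from WT and GRK6−/− mice was measured in 4 pooled libraries, 1 per population and genotype, with no replicates. The authors aligned the reads to mm9 with the Tuxedo suite and deposited FPKM values, 1 per gene and library, with gene symbols, Entrez identifiers, loci and GO annotation. Versions and settings of their tools are not stated in the paper's text. The deposited values already include the authors' scaling by transcript length and mapped fragments.

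From these values, log2 ratios of FPKM + 1 were computed for GRK6−/− against WT. Rows with the same symbol were summed. A gene without a row was given an FPKM of 0, although the files do not say why a gene has no row. Genes named in a row with several genes in any library were left out, 333 of 12750, a choice made after seeing the files. A further 71 of the genes kept had a locus that carried another symbol in another library, so that some large changes come from naming. Leaving these out was added as an alternative after seeing the data. The thresholds followed the paper (absolute log2 fold change of at least 1). The planned per-gene test needed counts or confidence bounds, which the files do not hold, so the fold change alone was used. Overlap of the genes changed in both populations was tested by Fisher's exact test across genes.

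Gene sets were tested with fgsea 1.28.0 on genes with an FPKM of at least 1 in at least 1 of the libraries compared. The 10 sets and the GO terms were compared with 100000 random gene sets, and all Reactome sets with 10000. The genotype effect common to both populations was tested with limma 3.58.1 on log2(FPKM + 1). Lists of 49 redox and 58 MYC target genes were written from memory before the files arrived and were not checked against the hallmark sets. Only part of the members, between 17.8% and 77.4%, were ranked for detoxification of reactive oxygen species, generic transcription, post-translational protein modification, GPCR ligand binding and transmembrane transport, so results for these sets describe only the expressed members. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 with R 4.3.3, and figures were drawn with matplotlib 3.10.9.

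The genes named were fixed by a rule before the files arrived, namely every gene the paper names for this experiment, its PCR, the CXCR4 axis, GRK6 and the kinases of Figure 6, and the 5 largest rises and 5 largest falls in each population. Marker lists were also written before the files arrived. The thresholds that flag a marker (an FPKM of at least 100 and at least 10 times any other library) were set after seeing the data. They cannot flag a marker that is high in all 4 libraries. Elane, on the myeloid list, had 7008 FPKM in WT HSC, 5000 in GRK6−/− HSC, 3803 in WT CLP and 3516 in GRK6−/− CLP. Ltf, on the same list, had a row only in WT CLP, at 2.40 FPKM. A library without a flag is therefore not shown to hold only the sorted population.

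Depth was estimated from steps in the low FPKM values. The scripts were tested on simulated data, but only after a first run on the deposited files, and that test showed a fault in the first version of the depth estimate, which was then replaced. The estimates for the 4 libraries changed by little. In the final simulation all depths from 1000000 to 20000000 fragments were recovered when genes without a value were given low means. With means of 0 for such genes, depths above 8000000 were underestimated, and 20000000 was returned as 4500000. At a simulated 20000000 with low means, where the depth was recovered, 39.0% of low values lay near 1, 2 or 3 fragments. The share for the simulation that underestimated the depth is not given. The estimates for the 4 libraries are therefore not shown to differ from such an underestimate. The draws of fragments from equal rates, added later and tested on simulated data before their use, gave a mean of 8.19 genes past the 2-fold change where 7 had passed it without a change, and 8.57 where 208 had passed it with 200 genes changed. Simulated changes in 200 of 200 genes were counted, and 3 of 100 unchanged gene sets had p under 0.05 with fgsea. In simulated data limma called 209 genes where 200 had been changed. The counting simulation had no noise. The limma simulation had the same baseline in all libraries, little noise and large changes. These simulations check the computation and do not show that limma could detect a genotype effect in libraries as variable as those here. Alternatives were the pseudocount, filters on low FPKM, rescaling to a median log2 ratio of 0, the highest row per symbol, a stricter threshold, random sets matched on expression in 10 bins, and those added later.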

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

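Myc changed in opposite directions in the populations, with a log2 fold change of 1.634 in HSC and -1.886 in CLP (1 library per group). The difference between the populations was not tested, since there are no replicates. After the libraries were rescaled to a median log2 ratio of 0, the value in CLP was -1.875. The median log2 ratios were already 0.0004 in HSC and -0.012 in CLP, so rescaling had little to change. A uniform scaling error of the size of these changes would have moved the medians, unless most genes changed the other way. The medians therefore argue against such an error as the source of the opposite signs. The prediction on rescaling was written after the values had been seen. Differences between pools of few cells were not tested for this gene and remain a possible explanation.

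Grk6 was higher in both knockout libraries, with an FPKM of 89.4 in GRK6−/− HSC against 42.69 in WT HSC, and 57.58 in GRK6−/− CLP against 26.92 in WT CLP, a signal that the paper does not report. All predictions on it were written after the values had been seen. Rescaling left a log2 fold change of at least 1.049, but with median log2 ratios of 0.0004 and -0.012 it had little to change. A uniform scaling error of that size would have moved the medians too, unless most genes changed the other way. The medians therefore argue against such an error as the source of the rise. Sampling of fragments would rarely give such a difference (exact binomial test, p = 1.1e-27 for the higher p of the populations). Among 2268 genes with WT values between 13.5 and 85.4 FPKM, a range chosen after seeing the data, 1.2% rose as much in both populations. This was under the limit of 5% for a difference common among libraries. Knockout effects were uncorrelated between HSC and CLP (Pearson r -0.011), so few genes would rise in both even where pools differ widely. The share was therefore likely to fall under the limit, and differences between pools remain possible. With 73.9% of the transcript outside exons 3 to 9, a truncated transcript is a candidate source of Grk6 fragments in the knockout libraries. Loss of exons 3 to 9 alone would not be expected to raise the value above WT, and values per gene cannot tell. An exchange of labels cannot be excluded from these files either. It would have to have happened in 2 of 2 populations. Sampling of fragments and uniform scaling aside, the rise cannot be told apart from differences between pools or exchanged labels. The files also cannot show whether a truncated transcript was present or at what level.

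Erythroid transcripts were high in the GRK6−/− CLP library. Hba-a2 had an FPKM of 17219.5 there, against 53.15 in the next highest library, and Alas2 128.071 against 2.537. The paper does not report them. Klf1, at 73.3 FPKM in GRK6−/− CLP, was 51.5 in GRK6−/− HSC, 3.88 in WT HSC and 0.160 in WT CLP, and Car1 was highest in GRK6−/− HSC, at 612 FPKM. Genotype is the biological explanation the design gives. RNA from erythroid cells in the pool and differences between pools of few amplified cells are technical ones, for which no test is reported, and the pattern cannot be told apart from them.

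B lineage transcripts were also high in the GRK6−/− CLP library. Vpreb1 had an FPKM of 245.994 against 16.41 in WT CLP, and Igll1 226.461 against 2.198. The paper does not report them. Rag2 ran the other way, at 94.5 FPKM in WT CLP and without a row in GRK6−/− CLP. No test of RNA from cells further along the B lineage is reported, so the pattern cannot be told apart from that source or called an effect of genotype.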

How the results depend on the processing

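No gene set passed an adjusted p-value of 0.05 under any setting, and 94 of the 106 rows for gene sets kept the direction of the main result. The 12 scores that changed sign were all far from the threshold. With a pseudocount of 0.1, which gives more weight to genes of low FPKM, the score was -0.501 for detoxification of reactive oxygen species in CLP, 0.721 for cellular responses to stress in CLP, 0.625 for cell cycle in HSC, 1.326 for GPCR ligand binding in HSC and 0.927 for transmembrane transport in CLP. With all genes with a value above 0, it was 0.705 for cellular responses to stress in CLP and 0.757 for cell cycle in HSC. With an FPKM of at least 1 in both libraries, it was 0.684 for redox genes in CLP and -0.791 for post-translational protein modification in CLP. Against random sets matched on expression, the mean log2 fold change of cell cycle in HSC was 0.082 above the random mean. With GO terms in place of the sets, chosen after seeing the data, the score was -0.87 for DNA repair in HSC and 0.72 for cell cycle in HSC.

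The number of genes past the threshold fell with an FPKM of at least 1 in both libraries to 2646 in HSC, 3046 in CLP and 422 changed the same way in both. This filter removes genes seen in a single library. With an absolute log2 fold change of at least 2 the numbers were 1445, 2775 and 220. With a pseudocount of 0.1 the number changed the same way was 1604. For the other pairs of libraries, the FPKM filter, an alternative added after seeing the data, gave 3035 genes between WT HSC and WT CLP, 3082 between WT HSC and GRK6−/− CLP, 2922 between GRK6−/− HSC and WT CLP, and 3058 between GRK6−/− HSC and GRK6−/− CLP. Rescaling, the highest row per symbol, joint names kept and loci with several symbols left out were run only within each population. They did not change the numbers in HSC, in CLP or changed the same way in both by more than 1.5 times. The correlation of the knockout effects stayed near 0. Its 95% interval excluded 0 only with an FPKM of at least 1 in both libraries, at r = -0.025 (-0.048 to -0.001), where 505 genes changed in opposite ways and their directions had an odds ratio of 0.698 (Fisher's exact test, p = 0.0069). For the common genotype effect, limma called 0 genes under every setting. Of the rows for named genes, 276 kept their side of the threshold and 5 passed it only under the alternative.

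The planned adjusted p-value could not be computed, because the files hold no counts or bounds, and the planned fold change alone is the main result itself. The replicate block was not run because each group has 1 library. Depth limits the low genes: Cxcl12 and Sod3 rest on 2 or 3 estimated fragments.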

Differences from the paper's values

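The paper's number of genes changed in HSC is 475, and 4346 genes passed the fold change threshold here. The paper's number in CLP is 1160, against 5593. The paper also applied a P threshold, which could not be applied to the deposited values. None of the alternatives set before the files arrived closed the gap. In HSC they gave from 1445 genes (absolute log2 fold change of at least 2) to 5786 (pseudocount 0.1), and in CLP from 2775 to 6626.

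The paper states that MYC-regulated genes, ROS signaling and the DNA damage response changed most in both populations. In the values here no gene set had an adjusted p-value under 0.05. The lowest of the 20 main tests was 0.483, and the scores of MYC target genes were 0.848 in HSC and -1.01 in CLP. Lower adjusted p-values were 0.0707 for GPCR ligand binding in CLP with a pseudocount of 0.1, and 0.107 over all Reactome sets in CLP. The value of 0.107 is limited by the number of random gene sets, which was 10000 there. The sets tested were not the hallmark sets the paper used. The paper describes altered receptor and ligand expression of the CXCR4 and G-CSF axis in HSC and CLP. In HSC the log2 fold change was -2.12 for Cxcr4 and -0.481 for Csf3r. In CLP it was -0.097 for Cxcr4 and 0.001 for Csf3r.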

Other observations

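The paper measured Sod2, Sod3, Nrf2 and Cdkn1a by PCR, an experiment that is not in the files analysed here. In the RNA-seq values (1 library per group), Sod2 had an FPKM of 25.3 in WT HSC, 35.1 in GRK6−/− HSC, 19.6 in WT CLP and 5.04 in GRK6−/− CLP. Nfe2l2, the gene of NRF2, had 34.2, 48.8, 8.84 and 14.4 in the same order, and Cdkn1a 17.7, 8.57, 22.9 and 93.8. Sod3 had a row only in the knockout libraries, at 0.133 in HSC and 0.182 in CLP, about 2 fragments each. Of the kinases in Figure 6, Prkdc had 7.33, 1.60, 2.16 and 2.97, Atm 9.79, 13.0, 3.59 and 44.3, and Atr 1.68, 3.33, 4.96 and 4.54.

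Many genes passed the 2-fold change in both populations. Among the single-transcript genes past the change, at least 98.2% had p of at most 0.05 in an exact binomial test of estimated fragments, but these genes had been selected for their change, so this test does not bear on counting noise. A test over all single-transcript genes was added after these numbers had been seen. When fragments were drawn from equal rates in both libraries, 100 times, a mean of 14.08 of 2570 genes in HSC and 9.27 of 2429 in CLP passed the 2-fold change, where 976 and 1210 did in the values. The draws gave at most 1.4% of the number observed. They rest on the estimated depth and cover the sampling of fragments only, not the amplification of single cells. The share past the change was at least 2.56 times as high at a mean FPKM of 1 to 10 as above 100, which is consistent with transcripts of low abundance being caught in some of the few amplified cells and missed in others. The predictions for the binomial test and for the dependence on expression were written before the results were seen. A pair of libraries with the same genotype differed in at least 5209 genes, but such pairs also differ in population, so the size of the difference between any pair of pools cannot be told apart from an effect of genotype. That comparison was set out after the numbers had been seen. Genes changed in HSC and genes changed in CLP overlapped more than independent lists would, with 2169 genes in both against 1889 (odds ratio 1.59, Fisher's exact test across genes, p = 5.9e-30), and their directions had an odds ratio of 0.870 (Fisher's exact test, p = 0.11), with 1050 genes changed the same way and 1119 the opposite way. The directions depended on the filter. With an FPKM of at least 1 in both libraries, 422 genes changed the same way and 505 the opposite way (odds ratio 0.698, Fisher's exact test, p = 0.0069), the only one of the settings with p under 0.05. At the stricter threshold 220 changed the same way and 237 the opposite way. Genes are not independent, and genes that vary between any libraries could give this overlap.

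Cellular responses to stress scored 1.09 in HSC and -0.733 in CLP, neither with an adjusted p-value under 0.05. The sign in CLP depended on the setting. The score in CLP became 0.721 with a pseudocount of 0.1 and 0.705 with all genes. With an FPKM of at least 1 in both libraries, the scores were further apart. They were 1.244 in HSC (gene permutation p = 0.058) and -1.209 in CLP (gene permutation p = 0.090), with adjusted p = 0.362 in both. Against random sets matched on expression, the set in HSC had a gene permutation p = 0.0136 (adjusted p = 0.273). In CLP the same permutation test gave p = 0.82, and 103 genes of the set rose and 95 fell. Opposite changes in the populations are therefore neither established nor excluded. Single genes did not follow a common direction. The log2 fold change of Sod2 was 0.460 in HSC and -1.77 in CLP, that of Cdkn1a -0.962 and 1.99, and that of Nfe2l2 0.501 and 0.648. Stress of sorting would be expected to move immediate early genes together with the stress genes in both populations. Their mean log2 fold change had the sign of the stress score in both, at 0.149 in HSC (8 up, 4 down) and -0.704 in CLP (3 up, 10 down), and the lowest p against random genes of similar expression was 0.133. The prediction, written before the result, required a p of at most 0.05 and was not met, but with 12 and 13 genes stress of sorting cannot be excluded. Pools of a different sex would be expected to differ in Xist or the Y-linked genes. The largest ratio was 25.2, for Uty in HSC, which meets a limit of 10 times written after the stress values had been seen, but Uty alone did so. Ddx3y and Eif2s3y were present in all 4 libraries with ratios of at most 1.38, and Xist was at most 0.027 FPKM, so these genes give no sign of pools of a different sex.

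The largest changes were mostly genes without a row in 1 of the libraries compared, 17 of the 19 genes named for them, among them Snora33 (3537 FPKM in GRK6−/− HSC) and Mir1931 (1635 FPKM in WT CLP). For 6 of the 19 the locus carried another symbol in another library. Rps23 and Gm15450 share the locus on chromosome 13 from 91062727 to 91064337. It was named Rps23 in GRK6−/− HSC (2502 FPKM) and Gm15450 in WT HSC (2345 FPKM). The rise of the first and the fall of the second therefore come from naming. Rpl30 and Gm12191 share a locus on chromosome 15, named Rpl30 in GRK6−/− CLP (707 FPKM) and Gm12191 in WT CLP (1045 FPKM). Rps27 and Gm9846 share one on chromosome 3, named Rps27 in WT HSC (332 FPKM) and Gm9846 in GRK6−/− HSC (164 FPKM). These rises come from naming, but both loci had the lower FPKM in GRK6−/−. Rps27 and Gm9846 have annotated lengths of 345 and 344 bp, so the fall at their locus does not come from naming alone. The longest annotated transcripts of Rpl30 and Gm12191 are 2412 and 348 bp. FPKM depends on the length used, so a fall at the locus of Rpl30 and Gm12191 is not established. Of the 19, only Beta-s, at 18659 FPKM in GRK6−/− CLP and 11.1 in WT CLP, and Hba-a2 had a row in both libraries compared.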
